A study of Oryza sativa Japonica Group with 18 samples. Its data were reported in "Integrated analyses of miRNAome and transcriptome reveal zinc deficiency responses in rice seedlings" (2019).

How the data were processed

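Small RNA was sequenced from shoots and roots of rice seedlings of the cultivar Nipponbare, in 18 libraries that fall into 6 groups of 3. Each library came from a pool of 3 seedlings. The groups are Zn-plus (1.5 µM ZnSO4 throughout), Zn-minus (2 weeks without added Zn) and Zn-resupply (3 days in full solution after the 2 weeks without Zn), each in shoots and in roots. Group and replicate number were taken from the title of each sample. The labels call the libraries of a group biological replicates, and p-values here measure the spread between such pools.

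The authors made the deposited estimated counts with ACGT101-miR (LC Sciences), for which no version was given. That program removed adaptor, junk, low-complexity and repeat reads and reads of other non-coding RNA families. Sequences of 20 to 24 nt were then aligned to the miRBase precursors of rice and of other plants, with 1 mismatch and varying ends allowed, and the remaining reads were used to predict further hairpins on the rice genome. Of the estimated counts the authors deposited, 25.7% were not whole (tolerance 1e-06), which was read here as a sharing out of reads that matched several places, a rule that was not given and not tested. A second set of deposited columns was a normalized signal, equal to the estimated counts times a single factor per library between 0.4998 and 1.9595. The authors describe this scale as tags per total clean reads, and which reads entered the total was not given in the sources used here. The genome build of the coordinates in the table was likewise not given in the sources used here. Coordinates below are those of the precursor as the authors listed them, with the position and strand of the hairpin and not of the mature miRNA.

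The table held 1426 entries with values, beside 21 that had no values for the present work. Entries with the same mature sequence carried the same counts and were treated as 1 miRNA, since 110 sequences were listed more than once. This left 1248 sequences, of which 660 lie on rice miRBase precursors, 59 on precursors of other species and 529 on hairpins predicted by the authors. In the names used by the table, p5 or p3 at the end was taken to mark a sequence on that arm of a known precursor that miRBase did not list. Both arms of osa-miR397b and of osa-miR171g carry it, so it does not always mean an arm without a listed miRNA. An ending such as R+1 marks an end that differs from the listed sequence. Near-identical members of a family can share reads, and their values are uncertain to that extent. Strand is part of the match to a precursor.

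The total count per library ran from 190719 (Zn-plus root replicate 2) to 736176 (Zn-minus shoot replicate 3). At these totals a miRNA at 10 CPM (counts-per-million) is covered by few reads. Intervals for such low counts were taken from counts pooled over the libraries of a group. They cover counting error only and leave out the spread between libraries. PCR copies were not marked by molecular identifiers and entered these counts as reads. Library pairs within a group all differed by far more than counting noise, with chi-square values of 14.0 to 260.6 per degree of freedom, so no library was counted as a duplicate.

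Estimated counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling. MiRNAs entered with at least 10 counts in at least 3 libraries of the fit. The 9 libraries of an organ shared a fit for the effects of Zn deficiency, of resupply, and of resupply against the control. All 18 libraries shared a fit for the difference between control roots and shoots and for the difference of the Zn effects between organs. Adjusted p-values are from the Benjamini-Hochberg method over the miRNAs tested, with a threshold of 0.05. A standard error (SE) is the log2 fold change divided by the square root of the F statistic. CPM values are on the TMM scale, given as mean ± SD of 3 libraries. The tests, the libraries of each fit, the lists, the naming rule and the first set of alternatives were fixed before the data were examined.

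Lists of miRNA families were copper (miR397, miR398, miR408, miR528), phosphate (miR399, miR827), sulfate (miR395), nitrogen (miR169, miR393, miR444), auxin (miR160, miR167, miR390, miR393), development (miR156, miR159, miR164, miR166, miR171, miR172, miR319, miR396, miR529, miR535), biogenesis (miR162, miR168), reproductive (miR2118, miR2275), the rice series from miR806 to miR821, the 21, 22 and 24 nt classes, the predicted miRNAs, and a list of miRNAs named by the study. The last was chosen by the study on these samples. Of its members 7 were matched, and osa-miR818a-3p and osa-miR1428a-3p were not analysed here because no single entry carried the name. Each list was tested with camera of limma 3.58.1 on voom values in the 4 Zn comparisons, with a preset correlation of 0.01 and again with an estimated correlation, and adjusted by Benjamini-Hochberg over 56 tests. List members were also counted after adjustment over the list alone. The study named the families of the copper list as Zn-responsive on these samples, so Zn tests of that list are not independent evidence either.

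The miRNAs named for each of the 4 Zn comparisons were those past the threshold, the 10 with the lowest p where fewer than 10 passed, and each tested member of the copper and study lists. For the organ comparison they were the 5 with the lowest p in each direction, and for the other comparisons the 5 with the lowest p. Names beyond these rules are identified as chosen after their values were seen.

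The replicate numbers were checked for pairing by correlating deviations from the group means over 962 miRNAs. All 45 pairs of libraries with the same number correlated above 0.1, with r of 0.14 to 0.79 and a median of 0.34. Pairs of number 1 gave 0.56 to 0.79 and pairs of 1 against 2 or 3 gave -0.62 to -0.25. Same-number pairs of 2 or 3 gave 0.14 to 0.50 (median 0.29), hardly above the 0.09 to 0.42 (median 0.25) of 2 against 3. Of the 18 libraries, 14 correlated best with their own number, 6 of them of number 1. The numbers thus set replicate 1 apart, while a pairing among numbers 2 and 3 is not shown. The first component held 50.2% of the variance of the deviations and separated number 1 (scores of at least 18.9) from the others (at most -7.2). What the numbers stand for (a day, a tray or a sequencing run) was not given in the labels. A fit with the replicate number as a block, planned before the data were examined, is therefore printed beside the results where it changed a call or moved a number of miRNAs past the threshold by over 1.5 times. In the fit of all 18 libraries the block was set within each organ, with replicate 1 as the reference. The organ comparison with the block is thus the difference at replicate 1 and not an average over the replicates. Values from replicates 2 and 3 alone were added after the data were seen. Replicate 1 alone has 1 library per group and allows no test.

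The scripts were tested on simulated data with 200 miRNAs changed, 50 at each fold. Counts were drawn from the means, replicate effects and dispersions of the fit with the replicate block, at the totals of these libraries. Of the changes made 4-fold, 42.0% were recovered for deficiency in shoots, 66.0% for deficiency in roots, 24.0% for resupply in shoots and 58.0% for resupply in roots. With the replicate block the corresponding shares were 94.0%, 92.0%, 86.0% and 88.0%, with 2 to 7 false calls against 0 without the block. As the simulated libraries followed the blocked fit exactly, this gain was built in and does not measure the gain in the real libraries. Of 2-fold changes at most 8% were recovered without the block, so changes of that size were mostly below what the main test could detect. An 8-fold difference between the organs was recovered for 71.0% of 200 miRNAs without the block and 96.0% with it. The 4 simulated Zn comparisons gave 43 to 80 calls without the block, where the real ones gave 0 to 3. More calls loosen the Benjamini-Hochberg cut-off on p, so all these shares may overstate what could be detected in the real libraries.

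Alternatives were DESeq2 1.42.0, limma on log2(CPM + 1), DESeq2 size factors in edgeR, scaling by the table total, no count filter and a filter of 50 counts, entries as deposited, known miRNAs only, other sets of libraries in the fit, the threshold of the study (an absolute log2 fold change of at least 1 with an unadjusted p up to 0.05), the block, and each library left out in turn. Alternatives added after seeing the data were a term for replicate 1, replicates 2 and 3 only, the deposited factor as the scaling, miRNAs with identical values counted once, the table total in the list tests, an estimated correlation in them together with the block, the table total or DESeq2 size factors, the block in the correlations of log2 fold changes, and same-number pairs for the length classes.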

Results

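Of the counts assigned to miRNAs in the table, which are a part of all small RNA reads, 21 nt miRNAs held 66.9 to 85.5% in each of the 18 libraries. The most abundant sequence was osa-miR396e-5p in every shoot library, with 9.05 to 20.89% of these counts, and osa-miR166a-3p in every root library, with 15.3 to 29.54%. MiR396 is known to act on growth-regulating factors and miR166 on class III homeodomain-leucine zipper genes. The libraries with replicate number 1 differed from those with numbers 2 and 3 in the same way in all 6 groups. By edgeR quasi-likelihood and Benjamini-Hochberg, 383 of 889 miRNAs differed between number 1 and the others in shoots (225 higher, 158 lower) and 199 of 651 in roots (137 higher, 62 lower). The biological coefficient of variation was 0.552 in shoots and 0.524 in roots, and 0.231 and 0.239 with the replicate number as a block. Results with that block therefore stand beside the main results below, together with those of replicates 2 and 3 alone.

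**Figure D1:**
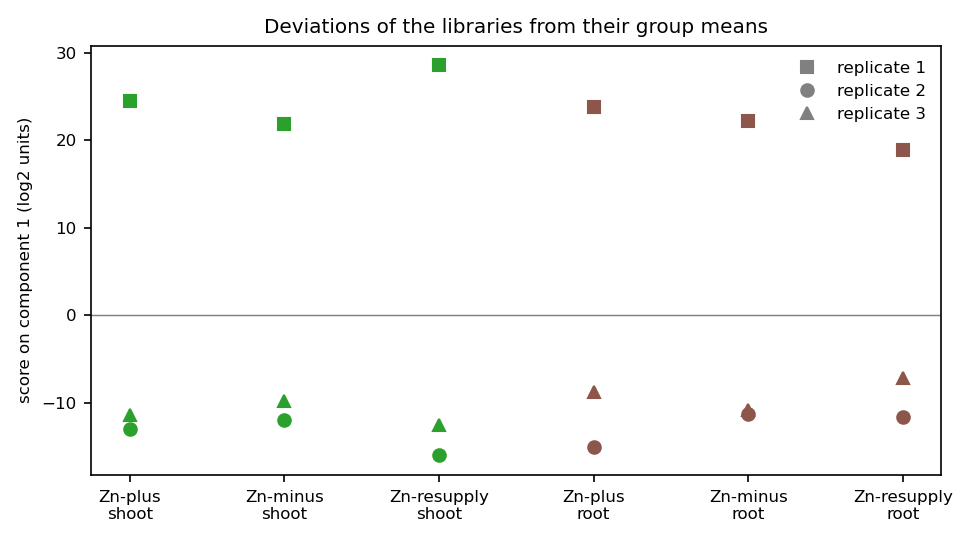
Scores of the 18 libraries on the first component of the deviations from the group means. The component held 50.2% of the variance, and the 6 libraries of replicate 1 lay apart from the other 12 in each group.

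The 21 nt miRNAs made up 75.2 ± 5.47% of the miRNA counts in Zn-plus shoots, 73.0 ± 6.05% in Zn-minus shoots and 77.0 ± 7.39% in Zn-resupply shoots (mean ± SD, n = 3 each). In roots the 21 nt shares were 70.6 ± 2.56, 71.8 ± 2.89 and 69.6 ± 4.19%. The 24 nt miRNAs held 13.4 ± 4.50, 15.5 ± 4.77 and 11.4 ± 6.10% in shoots and 12.9 ± 5.85, 9.90 ± 3.92 and 10.2 ± 2.65% in roots. The 22 nt miRNAs, a length known to start secondary small RNAs, held 5.97 ± 0.885, 6.33 ± 0.307 and 6.17 ± 1.44% in shoots and 11.6 ± 1.80, 12.5 ± 2.12 and 14.0 ± 2.93% in roots. Exact permutation p-values for the 12 comparisons were 0.5 to 1, where 3 libraries against 3 allow no p below 0.1. Taken within libraries of the same number, a pairing added for these shares after the data were seen, the mean difference of the 24 nt share was 2.16 on deficiency and -4.17 on resupply in shoots, and that of the 21 nt share -2.14 and 4.02, each with the same sign in 3 of 3 pairs. In roots the 21 nt share was lower on resupply (-2.17) and the 22 nt share higher on deficiency (0.92) and resupply (1.43) in 3 of 3 pairs. The exact paired permutation p of these 7 differences was 0.25, the smallest that 3 pairs allow.

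Control roots and shoots differed in members of the miR171, miR166, miR160, miR319 and miR397 families (n = 3 each). Higher in roots were osa-miR3979-5p_R+1 (log2 fold change 9.21 ± 0.69 SE, 32.9 to 19627 CPM), osa-miR171g-p3 (8.45 ± 0.76, 95.6 to 33486 CPM), osa-miR171g-p5 (8.34 ± 0.62, 3.98 to 1325 CPM), osa-miR171h-p5 (15.6 ± 10.8 to 1029 ± 93.7 CPM) and osa-miR319a-3p.2-3p_R+1 (3.43 ± 0.30, 165 to 1781 CPM). MiR171 is known to act on GRAS-domain scarecrow-like genes and miR319 on TCP genes, while no function is assigned here to miR3979. Lower in roots were osa-miR171i-5p (-6.80 ± 0.53, 262 to 1.93 CPM), osa-miR160f-5p (-6.62 ± 0.60, 22433 to 228 CPM), osa-miR171i-p3 (-5.52 ± 0.42, 13457 to 293 CPM), osa-miR166k-3p (-5.29 ± 0.46, 15720 to 401 CPM) and osa-miR397b-p5 (-5.06 ± 0.37, 3429 to 103 CPM). MiR160 is known to act on auxin response factors and miR397 on laccases, which are copper proteins. For these 10 miRNAs the adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) was 1.66e-07 to 1.33e-06, with all 3 root libraries on the same side of all 3 shoot libraries. In total 65 miRNAs were higher and 84 lower in roots of 962 tested. With the replicate block, which here gives the organ difference at replicate 1, 232 in place of 149 passed. A term for replicate 1 shared by the organs gave 253.

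Among the miRNA groups, the copper group (miR397, miR398, miR408, miR528) was lower in control roots, with 7 of 14 members passing, a median of -4.84, and 13 members negative with TMM, DESeq2 size factors or the table total, which moved the median of all values by -0.179. Adjusted over the list alone, 8 copper members passed. Counts with the block in the following sentences are for the organ difference at replicate 1. The phosphate group had 5 of 8 members lower in roots (6 over the list alone), the reproductive group 3 of 5 (4 over the list alone) and the biogenesis group 2 of 7 (3 over the list alone, 4 with the replicate block). Members of the development group were found on either side, 27 higher and 19 lower of 103 (41 and 26 with the block), as were the auxin group (2 higher, 7 lower of 34, with 5 and 9 over the list alone and 8 and 11 with the block) and the nitrogen group (4 higher, 3 lower of 42, a balance that turned to 7 and 9 with the block). In the miR806 to miR821 series 2 of 74 were higher (0 over the list alone, and 2 higher and 1 lower with the block), and in the sulfate group none of 13 passed, or 2 lower ones with the block. The list named by the study, chosen by the study on these samples and so not independent evidence, had 1 higher and 3 lower of 7. Of the predicted miRNAs 11 were higher and 7 lower of 317, a balance that turned to 1 and 4 over the list alone and to 11 and 12 with the block. By length the higher and lower counts in roots were 34 and 58 of 318 for 21 nt (49 and 91 with the block), 9 and 10 of 97 for 22 nt (18 and 19 with the block) and 18 and 13 of 490 for 24 nt (21 and 18 with the block, but 6 and 10 over the list alone).

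Zn deficiency raised both arms of osa-miR398a in shoots. The miRNA osa-miR398a-p5 rose from 4.79 ± 3.07 to 1498 ± 196 CPM (log2 fold change 8.25 ± 0.56 SE) and osa-miR398a from 31.0 ± 14.2 to 4310 ± 607 CPM (7.12 ± 0.50), with n = 3 each and every Zn-minus library above every Zn-plus library. The miR398 family is known to act on Cu/Zn superoxide dismutases and on the chaperone that loads them with copper. Both had an adjusted p of 5.45e-05 (edgeR quasi-likelihood, Benjamini-Hochberg), and replicates 2 and 3 alone gave 7.93 and 7.13. In the table both arms lie on chromosome 10 at 9216250 to 9216364 on the minus strand, with the sequences GGAGTGGTACTGAGAACACAGG and TGTGTTCTCAGGTCACCCCTT. No other miRNA of 889 passed, and 8 had an unadjusted p under 0.05. The next lowest p was that of osa-miR171g-p5 at 2.96 ± 0.65 (4.16 to 33.5 CPM), with an adjusted p of 0.39 by edgeR quasi-likelihood with Benjamini-Hochberg, 0.00909 by DESeq2 and 0.0264 with all 18 libraries in the fit (0.00909 to 1 over 22 alternatives), and a value of 4.22 in replicates 2 and 3.

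Further miRNAs with low p in Zn-deficient shoots gave 1.43 ± 0.51 for osa-miR3979-5p_R+1, 1.22 ± 0.51 for osa-miR171g-p3, 1.20 ± 0.55 for the predicted PC-5p-88703_119, 0.82 ± 0.34 for osa-miR6248, -0.92 ± 0.41 for the predicted PC-3p-251210_36, -0.80 ± 0.31 for osa-miR399d (1372 to 789 CPM) and -0.75 ± 0.29 for bdi-miR827-3p_R+1 (147 to 87.5 CPM). The value of osa-miR3979-5p_R+1 ran from 0.613 to 1.735 over 22 alternatives. MiR399 is known to act on PHO2 and miR827 on SPX-domain phosphate transporters. The 8 phosphate members all had negative values with a median of -0.78, none passed (2 at unadjusted p under 0.05, and none by DESeq2 or limma), and camera with Benjamini-Hochberg gave 3.15e-08 with the preset and 0.244 with the estimated correlation, or 0.0139 with the estimated one by the table total. The 8 phosphate members were all lower when adjusted over the list alone with the replicate block, where the estimated correlation gave 0.0384 by camera with Benjamini-Hochberg. Other copper miRNAs gave 0.61 ± 0.36 (osa-miR528-5p), 0.40 ± 0.30 (osa-miR408-3p), 0.55 ± 1.28 (osa-miR408-5p), 0.28 ± 1.45 (osa-miR528-3p), 0.18 ± 0.73 (osa-miR398b), 0.64 ± 1.41 (osa-miR398b-p5), 0.48 ± 0.64 (bdi-miR528-p3_1ss6CT), -0.02 ± 1.67 (bdi-miR398a_1ss15GA), -0.08 ± 0.34 (osa-miR397a-p5), -0.09 ± 0.29 (osa-miR397b-p3) and -0.10 ± 0.26 (osa-miR397b-p5). The study-named osa-miR5532-p5_1ss14TC gave -0.46 ± 0.86.

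For the copper list in Zn-deficient shoots the median was 0.40 over 13 members, 9 of them positive with TMM or DESeq2 size factors and all 13 with the table total alone, the 4 negative members being those that flipped. Of the copper members 2 passed, and 2 when adjusted over the list alone. Camera with Benjamini-Hochberg gave 1.22e-06 for the copper list, which is not independent evidence, and 0.25 with the estimated correlation. The share of all counts held by copper miRNAs was 2.27 ± 0.345% in Zn-plus and 3.85 ± 0.299% in Zn-minus shoots (mean ± SD, n = 3). The sulfate list (miR395, known to act on ATP sulfurylase) had a median of 0.76 over 12 members and a camera adjusted p (Benjamini-Hochberg) of 0.0217, or 0.795 with the estimated correlation. The nitrogen list, with 4 of 40 members positive, had a median of -0.25 and a camera adjusted p (Benjamini-Hochberg) of 0.033, or 0.901 with the estimated correlation. The study-named list, not independent evidence, had 2 of 7 passing (3 when adjusted over the list alone) and a camera adjusted p (Benjamini-Hochberg) of 1.09e-11, or 0.0272 with the estimated correlation and 0.0669 with that and the replicate block.

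Medians of the remaining lists in Zn-deficient shoots were 0.00 for auxin and for miR806 to miR821 miRNAs, -0.18 for biogenesis, -0.04 for development, -0.07 for reproductive, 0.04 for predicted, -0.08 for 21 nt, -0.06 for 22 nt and 0.04 for 24 nt miRNAs. Their camera adjusted p-values (Benjamini-Hochberg) were 0.155 to 0.913. Scaling by the table total moved the median of all shoot values by 0.145 and turned the medians positive for development (0.11), 21 nt (0.06), 22 nt (0.08), reproductive (0.05) and miR806 to miR821 miRNAs (0.14). Under the replicate block the medians of development (0.02), 22 nt (0.01) and miR806 to miR821 miRNAs (0.01) were positive, and adjusted over the list alone 1 development miRNA and 2 of the 22 nt miRNAs were higher.

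Zn deficiency also raised osa-miR398a-p5 and osa-miR398a in roots. The levels rose from 1.78 ± 3.09 to 670 ± 314 CPM for osa-miR398a-p5 (log2 fold change 8.21 ± 0.87 SE) and from 37.5 ± 24.8 to 2459 ± 1552 CPM for osa-miR398a (6.05 ± 0.77), with n = 3 each and each Zn-minus library above each Zn-plus library. Adjusted p-values were 0.00359 and 0.00799 (edgeR quasi-likelihood, Benjamini-Hochberg), and replicates 2 and 3 alone gave 5.08 for osa-miR398a. No fold change in replicates 2 and 3 is given for osa-miR398a-p5, which had 0 counts in both Zn-plus libraries and 112 and 299 in Zn-minus. The 3 Zn-plus root libraries held 2 counts of osa-miR398a-p5 in all against 800 in Zn-minus, a ratio of 347 with a 95% counting interval of 95.7 to 2869. Without Zn-plus root replicate 3 the adjusted p of osa-miR398a (edgeR quasi-likelihood, Benjamini-Hochberg) was 0.0629, the call was lost and 1 miRNA passed. The replicate block added 4 copper miRNAs that rose, osa-miR408-3p (1.66 ± 0.29, 282 to 965 CPM), osa-miR528-5p (1.73 ± 0.31, 184 to 608 CPM), osa-miR528-3p (2.43 ± 0.49, 8.89 to 48.9 CPM) and osa-miR397b-p5 (1.18 ± 0.26, 95.1 to 207 CPM). Their adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) was 0.00715 to 0.0385 with the block and 0.505 to 0.997 without it, and replicates 2 and 3 alone gave 1.97, 1.94 and 1.23 for osa-miR408-3p, osa-miR528-5p and osa-miR397b-p5, none of them passing. All 4 of these calls were lost with the block when Zn-minus root replicate 1, 2 or 3 (2 miRNAs passed each time) or Zn-plus root replicate 1 (3 passed) was left out. Replicate 1 carried most of the osa-miR528-3p level (46, 4 and 6 counts in Zn-minus and 9, 0 and 1 in Zn-plus roots), and without the block its value was 0.45 without Zn-minus root replicate 1 and 4.72 without Zn-plus root replicate 1. MiR408 is known to act on plantacyanins and laccases and miR528 on ascorbate oxidase, again copper proteins.

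**Figure D2:**
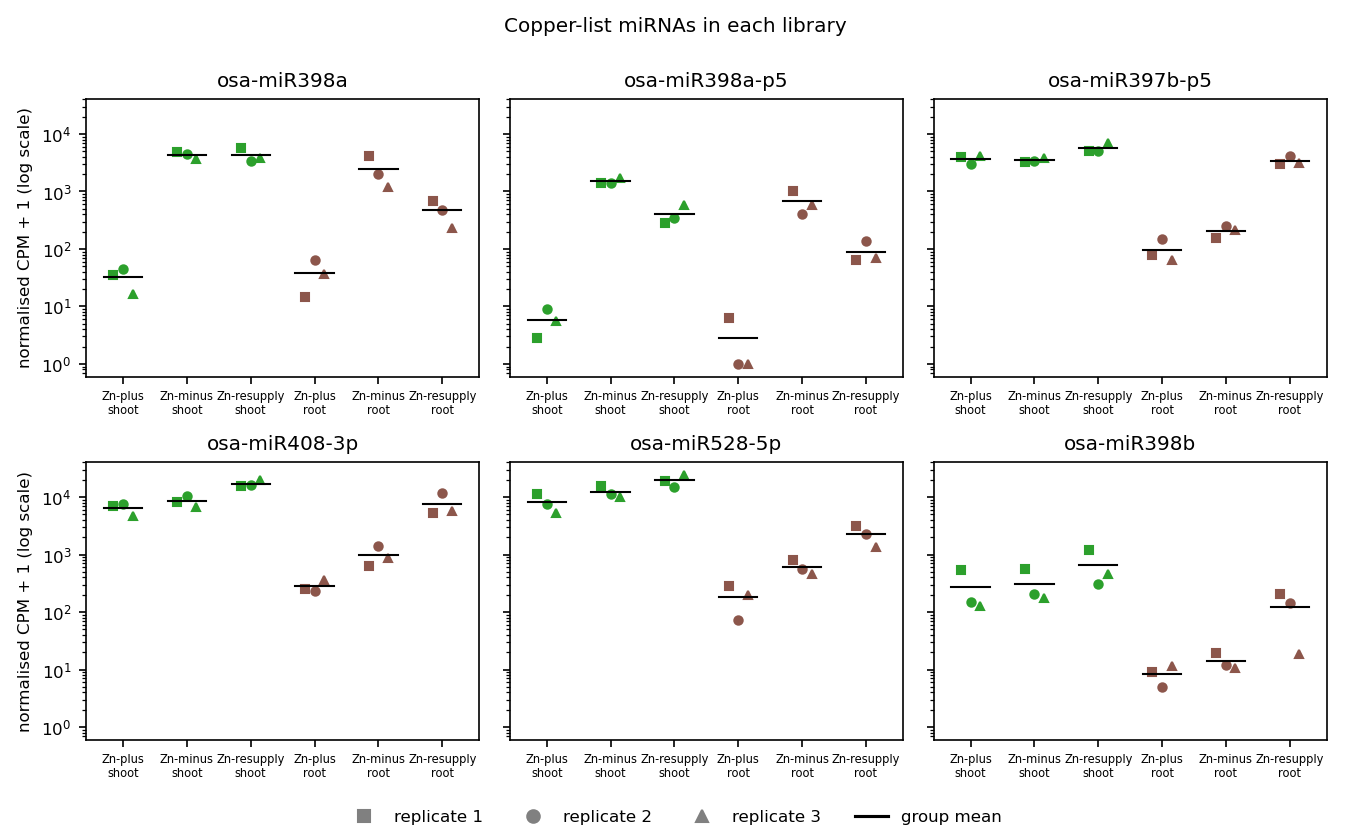
Levels of 6 copper miRNAs in each library on the TMM scale. Points are single libraries with the replicate number as the marker, and lines are means of 3.

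In total 2 of 651 miRNAs rose and 0 fell in Zn-deficient roots without the block (24 at unadjusted p under 0.05, 4 by DESeq2, 2 by limma) and 6 rose with it. Values that did not pass were 1.75 ± 0.54 for osa-miR397b-p3, 1.50 ± 1.35 for osa-miR408-5p, 0.72 ± 0.96 for osa-miR398b, 0.27 ± 0.89 for osa-miR397a-p5, 1.84 ± 0.54 for osa-miR1874-3p (25.4 to 89.0 CPM), 1.80 ± 0.61 for PC-5p-67574_165, -1.44 ± 0.49 for PC-5p-135761_71, -1.55 ± 0.54 for osa-miR5803-p5 and 0.49 ± 0.37 for osa-miR171g-p5. All 10 copper members tested in roots were positive under each scaling, with a median of 1.73, and 6 passed when adjusted over the list alone. For the copper list, not independent evidence, camera with Benjamini-Hochberg gave 6.81e-12 with the preset correlation. Camera gave 0.0541 with the estimated correlation (0.0416 with DESeq2 size factors and 0.00226 by the table total). With the estimated correlation and the replicate block camera gave 0.0346. Copper miRNAs held 0.0955 ± 0.013% of the counts in Zn-plus and 0.505 ± 0.0626% in Zn-minus roots (mean ± SD, n = 3).

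In the list named by the study, not independent evidence, 2 of 6 passed in Zn-deficient roots (5 with the replicate block or when adjusted over the list alone), with a camera adjusted p (Benjamini-Hochberg) of 3.12e-14, or 0.00857 with the estimated correlation. The 24 nt miRNAs had a median of -0.18 over 293 members with none passing (8 at unadjusted p under 0.05, and none by DESeq2 or limma), and the miR806 to miR821 series -0.26 over 62. The 21 nt miRNAs had a median of 0.23 over 244 members with 1 passing (4 with the block), the nitrogen miRNAs 0.27 over 37 and the development miRNAs 0.24 over 88. Camera with Benjamini-Hochberg gave 9.75e-10, 3.68e-05, 3.84e-07, 0.0259 and 0.0351 for these 24 nt, miR806 to miR821, 21 nt, nitrogen and development lists, and 0.25, 0.25, 0.381, 0.901 and 0.842 with the estimated correlation. Auxin miRNAs gave a median of 0.29 (camera with Benjamini-Hochberg 0.282, 0.0251 with the replicate block, and 0.615 with the block and the estimated correlation) and predicted miRNAs -0.19 (by the same tests 0.111, 0.0137 and 0.257). Sulfate gave 1.05 over 7 (2 higher over the list alone with the block, camera with Benjamini-Hochberg 0.0413 by the table total, or 0.599 with the estimated correlation), phosphate -0.12 over 4, biogenesis 0.30, reproductive -0.06 and 22 nt miRNAs 0.14 (1 passing, 2 with the block), which became -0.04 by the table total, a scaling that moved the median of root values by -0.151. Camera with Benjamini-Hochberg gave 0.155 to 0.791 for these 5 lists.

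The responses of osa-miR398a and osa-miR398a-p5 to deficiency were shared by shoots and roots. These 2 miRNAs were the only ones to rise in either organ by the main test. An overlap of 2 compares with 0.006 expected for independent calls, but these 2 are arms of the same precursor and so not independent. Over 621 miRNAs tested in both organs the log2 fold changes correlated with r = 0.458, against 0.01 ± 0.043 (mean ± SD) in 50 simulations without an effect. In this value the arms of osa-miR398a weigh most, with 8.25 and 7.12 in shoots and 8.21 and 6.05 in roots. No correlation was computed without them. The simulations drew the organs independently. What was left after group and replicate number correlated between same-group, same-number libraries of the 2 organs at a median r of -0.055. That would bring a covariance of -0.007 where 0.182 was found. The arms of osa-miR398a are enough to bring nearly all of the 0.182, so it does not show a shared response of the other miRNAs. For resupply the correlation between organs was 0.084, against 0.008 ± 0.038. On resupply osa-miR528-3p rose and osa-miR398a-p5 fell in both organs with the replicate block, where 0.013 and 0.003 were expected. Without Zn-minus shoot replicate 1 the correlation for deficiency was 0.153, and without Zn-minus root replicate 1 that for resupply was 0.267.

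Zn resupply for 3 days gave no miRNA past the threshold in shoots by the main test (edgeR quasi-likelihood), with 15 of 889 at an unadjusted p under 0.05, 2 by DESeq2 and 0 by limma. With the replicate block osa-miR398a-p5 fell from 1498 ± 196 to 404 ± 154 CPM (log2 fold change -1.94 ± 0.22 SE) and osa-miR528-3p rose from 532 ± 717 to 1529 ± 2074 CPM (1.52 ± 0.25), n = 3 each. The adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) with the block was 3.76e-04 and 0.0124, against 0.953 and 0.993 without it. Replicates 2 and 3 alone gave -1.72 for osa-miR398a-p5 and 1.51 for osa-miR528-3p, neither passing, and most of the osa-miR528-3p level came from replicate 1 (1360 to 3923 CPM), without whose Zn-resupply library the value of osa-miR528-3p was -0.71, and without whose Zn-minus library it was 3.73. With the block and a library left out osa-miR398a-p5 passed in 9 of 9 cases and osa-miR528-3p in 4, among 1 to 9 miRNAs in all. The other arm, osa-miR398a, gave 0.02 ± 0.38 (4310 ± 607 to 4360 ± 1279 CPM). For osa-miR408-3p the value was 1.02 ± 0.30 (8476 to 17129 CPM), with an adjusted p of 0.993 by edgeR quasi-likelihood with Benjamini-Hochberg and 0.0384 by DESeq2 (0.0384 to 1 over 23 alternatives).

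Other values for resupply in shoots were 0.71 ± 0.26 for osa-miR397b-p5, 0.72 ± 0.29 for osa-miR397b-p3, 0.85 ± 0.34 for osa-miR397a-p5, 1.09 ± 0.74 for osa-miR398b, 0.66 ± 1.34 for osa-miR398b-p5, 0.67 ± 0.36 for osa-miR528-5p, 0.62 ± 1.28 for osa-miR408-5p, 0.68 ± 0.61 for bdi-miR528-p3_1ss6CT and 1.54 ± 1.68 for bdi-miR398a_1ss15GA. Outside the copper families osa-miR399k gave 1.31 ± 0.53 (68.3 to 170 CPM), bdi-miR169f-p5 0.85 ± 0.31, osa-miR159f_R-1 0.96 ± 0.39, osa-miR814b-p3 -0.90 ± 0.35, the predicted PC-5p-246100_36 -1.70 ± 0.62, osa-miR171g-p5 -0.52 ± 0.56 and osa-miR5532-p5_1ss14TC 0.29 ± 0.87. MiR169 is known to act on NF-YA genes and miR159 on GAMYB genes.

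The copper list, not independent evidence, had a median of 0.71 over 13 members on resupply in shoots. Of these, 12 were positive with TMM or DESeq2 size factors and 11 with the table total, where osa-miR398a flipped. None of the copper members passed (5 at unadjusted p under 0.05, 2 by DESeq2, 0 by limma), and adjusted over the list alone 1 was lower, whereas with the block 8 were higher and 1 lower. The phosphate list had a median of 0.80 with all 8 members positive and none passing (1 at unadjusted p under 0.05, and none by DESeq2 or limma), and 7 were higher when adjusted over the list alone with the block. Medians were 0.60 for nitrogen, 0.40 for auxin, 0.28 for development and 0.37 for 21 nt miRNAs, and -0.18 for 24 nt, -0.19 for miR806 to miR821 and -0.15 for predicted miRNAs. Camera with Benjamini-Hochberg gave 1.17e-04 (copper), 4.78e-06 (phosphate), 2.63e-05 (nitrogen), 0.0327 (auxin), 0.005 (development), 7.57e-13 (21 nt), 5.92e-17 (24 nt), 2.57e-04 (miR806 to miR821) and 0.00211 (predicted). With the estimated correlation none of these 9 lists passed under TMM, at 0.25 to 0.795 by camera with Benjamini-Hochberg, while 21 nt (0.0187) and phosphate miRNAs (0.0255) passed by the table total.

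The table total moved the median of shoot values on resupply by -0.305, and with it the medians of development (-0.05) and 21 nt miRNAs (-0.03) turned negative. Medians of 0.31 for biogenesis, 0.09 for 22 nt, 0.36 for sulfate and 0.29 for the study-named miRNAs also turned negative by the table total (-0.04, -0.27, -0.13 and -0.15), and that of reproductive miRNAs was -0.06. For these 5 lists camera with Benjamini-Hochberg gave 0.292 to 0.499. Once the replicate was blocked, 1 of the 21 nt miRNAs was higher (8 over the list alone), 1 of the 22 nt and 1 of the study-named miRNAs were lower, and adjusted over the list alone 1 nitrogen and 3 study-named miRNAs were higher. Copper miRNAs held 5.01 ± 1.41% of the counts in Zn-resupply shoots (mean ± SD, n = 3).

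Zn resupply raised 3 miRNAs of the miR397 and miR408 families in roots. The miRNA osa-miR397b-p5 rose from 207 ± 46.0 to 3419 ± 615 CPM (log2 fold change 4.04 ± 0.39 SE), osa-miR408-3p from 965 ± 392 to 7528 ± 3590 CPM (2.96 ± 0.44) and osa-miR397b-p3 from 306 ± 121 to 3202 ± 1523 CPM (3.39 ± 0.56), n = 3 each, with every resupply library above every Zn-minus library. Adjusted p-values (edgeR quasi-likelihood, Benjamini-Hochberg) were 0.00151, 0.0268 and 0.0402, and replicates 2 and 3 alone gave 3.90, 2.88 and 3.20, all 3 passing. The arms of osa-miR397b lie on chromosome 2 at 3280781 to 3280898 on the minus strand (TTGAGTGCAGCGTTGATGAACC and TTCACCAGCACTGCACCCAATC) and osa-miR408-3p on chromosome 1 at 12301661 to 12301873 on the plus strand (CTGCACTGCCTCTTCCCTGGC). The block added 5 that rose, osa-miR408-5p (4.31 ± 0.47), osa-miR398b (2.89 ± 0.60), osa-miR528-3p (2.44 ± 0.32), osa-miR397a-p5 (2.29 ± 0.33) and osa-miR528-5p (1.88 ± 0.29), and the 2 arms of osa-miR398a fell. The fall with the block was -2.86 ± 0.38 for osa-miR398a-p5 (670 to 89.1 CPM) and -2.36 ± 0.35 for osa-miR398a (2459 to 469 CPM). Without the block their adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) was 0.15 and 0.374, and in replicates 2 and 3 alone 0.00531 and 0.0123 by the same test. Of these calls with the block that of osa-miR398b was kept in 2 of 9 cases with a library left out. Replicate 1 carried most of the osa-miR528-3p level in resupplied roots too (296.5, 24 and 40 counts), and without the block its value was 0.37 without Zn-resupply root replicate 1 and 4.36 without Zn-minus root replicate 1, where osa-miR397a-p5 gave 3.10 in place of 1.89.

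**Figure D3:**
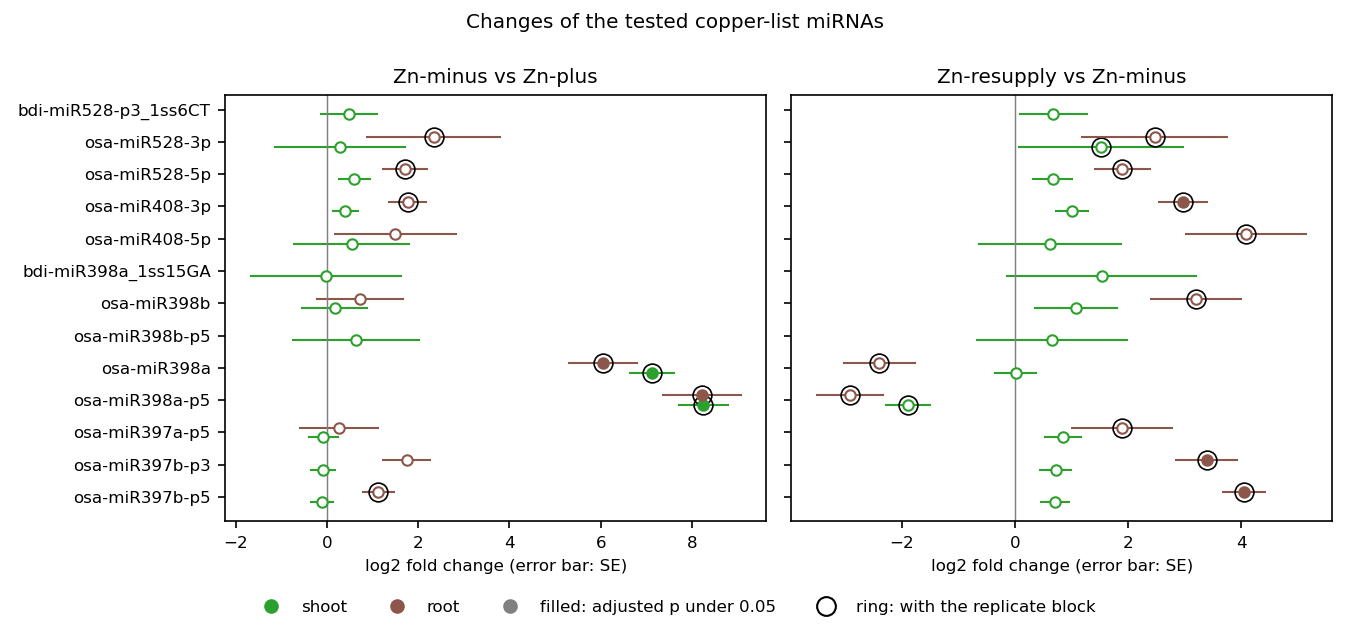
Log2 fold changes with SE of copper miRNAs on deficiency and on resupply in shoots and roots. Filled points passed the edgeR quasi-likelihood test after Benjamini-Hochberg adjustment, and rings passed with the replicate block.

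With single libraries left out, osa-miR397b-p5 passed each time. The call of osa-miR397b-p3 was lost in 8 of 9 cases (kept without Zn-plus root replicate 2) and that of osa-miR408-3p in 7 of 9 (kept without Zn-minus root replicate 2 or Zn-resupply root replicate 1), with adjusted p-values of 0.0512 to 0.263 by edgeR quasi-likelihood with Benjamini-Hochberg. In total 3 miRNAs rose and 0 fell of 651 in resupplied roots (13 at unadjusted p under 0.05, 8 by DESeq2, 3 by limma), and 8 rose and 2 fell with the block, all of them copper miRNAs. Values that did not pass were -1.58 ± 0.52 for osa-miR1874-3p, -1.32 ± 0.44 for bdi-miR160a-5p_R+1 and 0.69 ± 0.37 for osa-miR171g-p5. The copper list, not independent evidence, had a median of 2.72 over 10 members, 8 of them positive under each scaling. Adjusted over the list alone 6 were higher and 2 lower. Camera with Benjamini-Hochberg gave 2.64e-09 for the copper list, 0.0812 with the estimated correlation (0.00518 by the table total), and 0.0346 with the estimated correlation and the block. The study-named list, not independent evidence, had 2 higher of 6 (3 higher and 2 lower with the block or when adjusted over the list alone) and a camera adjusted p (Benjamini-Hochberg) of 0.0051, or 0.198 with the estimated correlation. Copper miRNAs held 1.82 ± 0.473% of the counts in Zn-resupply roots (mean ± SD, n = 3).

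Medians of the other lists on resupply in roots were -0.06 for auxin, -0.07 for biogenesis, -0.11 for development, -0.12 for nitrogen, 0.09 for phosphate, -0.34 for reproductive, -0.06 for sulfate, 0.01 for miR806 to miR821, 0.03 for predicted, -0.07 for 21 nt, 0.06 for 22 nt and 0.02 for 24 nt miRNAs. Camera with Benjamini-Hochberg gave 0.253 to 0.926 for these 12 lists. By the table total the medians of auxin (0.04), 21 nt (0.02) and sulfate miRNAs (0.03) turned positive. In the fit with the block 6 of the 21 nt miRNAs were higher and 1 lower (1 and 0 without it) and 2 of the 22 nt miRNAs were higher and 1 lower (2 and 0 without it), and 1 phosphate miRNA was higher over the list alone.

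Against the Zn-plus control, resupplied shoots still held more osa-miR398a (log2 fold change 7.14 ± 0.50 SE, 31.0 to 4360 CPM) and osa-miR398a-p5 (6.36 ± 0.53, 4.79 to 404 CPM), n = 3 each, with every resupply library higher. Adjusted p-values were 1.07e-04 and 2.60e-04 (edgeR quasi-likelihood, Benjamini-Hochberg), and replicates 2 and 3 gave 6.98 and 6.21. With the replicate block osa-miR528-3p (1.99 ± 0.26), osa-miR408-5p (1.66 ± 0.28), osa-miR408-3p (1.45 ± 0.23), osa-miR398b (1.35 ± 0.22), osa-miR528-5p (1.33 ± 0.26) and osa-miR1430 (0.99 ± 0.21) were higher too, named after their values were seen except osa-miR408-3p and osa-miR528-5p. These 6 miRNAs had an adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) of 0.0628 to 0.212 in replicates 2 and 3 alone. Of the 6 only osa-miR528-3p passed with the block without Zn-plus shoot replicate 3 (3 miRNAs in all), and osa-miR1430 passed in 1 of 9 cases with a library left out. Without the block, osa-miR398b, osa-miR408-5p, osa-miR528-3p and osa-miR1430 gave 2.30, 3.66, 4.39 and 2.38 without Zn-plus shoot replicate 1 and 0.45, -0.22, -0.42 and -0.39 without Zn-resupply shoot replicate 1, while without Zn-plus shoot replicate 2 or 3 osa-miR408-5p gave 0.66 and 0.65 and osa-miR1430 0.34 and 0.38. For osa-miR171g-p5 the value was 2.44 ± 0.66 and did not pass.

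Resupplied roots held more osa-miR397b-p5 than the control (5.17 ± 0.41, 95.1 to 3419 CPM), osa-miR397b-p3 (5.14 ± 0.61, 89.8 to 3202 CPM), osa-miR408-3p (4.74 ± 0.48, 282 to 7528 CPM), osa-miR528-5p (3.62 ± 0.55, 184 to 2270 CPM) and osa-miR398a-p5 (5.30 ± 0.85, 1.78 to 89.1 CPM), n = 3 each. The adjusted p was 3.06e-04 to 0.0188 (edgeR quasi-likelihood, Benjamini-Hochberg), all resupply libraries were above all controls, and all 5 passed in replicates 2 and 3 alone. The control level of osa-miR398a-p5 rests on 2 counts, and its call was lost without Zn-plus root replicate 2 (0.0686) or 3 (0.0791, where that of osa-miR528-5p was lost too and 3 passed), by edgeR quasi-likelihood with Benjamini-Hochberg. Once the replicate was blocked, osa-miR408-5p (5.81 ± 0.57), osa-miR528-3p (4.86 ± 0.43), osa-miR398b (3.61 ± 0.67), osa-miR398a (3.55 ± 0.44), osa-miR397a-p5 (2.69 ± 0.35) and osa-miR171g-p5 (1.12 ± 0.25) were also higher and osa-miR5803-p5 (-2.02 ± 0.42) lower, all 7 named after their values were seen. With a library left out the calls of osa-miR398b, osa-miR171g-p5 and osa-miR5803-p5 with the block were each kept in 4 of 9 cases. Without the block osa-miR528-3p gave 2.72 without Zn-resupply root replicate 1, and osa-miR528-3p gave 7.25 and osa-miR397a-p5 3.87 without Zn-plus root replicate 1, where osa-miR408-5p and osa-miR398a-p5 had 0 control counts left. The 3 days of resupply came after the 2 weeks without Zn, while the labels give an age of 4 weeks for all groups and place the harvest of resupplied and Zn-minus plants at a shared time, 4 hours into the light period. Whether this shared time is a day or an hour of the day was not given, so a difference in age of up to 3 days is not excluded.

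No miRNA rose with deficiency and fell with resupply by the main test. In the fit with the replicate block osa-miR398a-p5 did so in shoots, where 0.002 were expected for independent calls. In roots osa-miR398a-p5 and osa-miR398a did so with the block, where 0.018 were expected. By DESeq2 without the block these falls passed too, with an adjusted p of 4.53e-05 in shoots and of 3.94e-08 and 0.00205 in roots. Also in roots, osa-miR397b-p5, osa-miR408-3p, osa-miR528-5p and osa-miR528-3p rose with deficiency and again with resupply in the fit with the block, against 0.074 expected. Simulations without an effect gave with the block a mean of 0.04 miRNAs in shoots and 0.02 in roots that passed in opposite directions, and 0 in the same direction, so part of the overlap in opposite directions may come from the shared Zn-minus libraries. Over all miRNAs the changes on resupply correlated with those on deficiency at r = -0.372 in shoots and -0.236 in roots. The shared Zn-minus libraries alone gave -0.48 ± 0.038 and -0.502 ± 0.038 (mean ± SD of 50 simulations without an effect). The correlation in shoots was -0.016 without Zn-plus shoot replicate 1 and -0.728 without Zn-minus shoot replicate 1, and in roots -0.598 without Zn-minus root replicate 1 and -0.122 without Zn-plus root replicate 1. The covariance beyond the simulated was -0.009 in shoots and 0.011 in roots (SD 0.012).

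The response to resupply differed between the organs for osa-miR397b-p5, whose root effect exceeded its shoot effect by a log2 fold change of 3.25 ± 0.44 SE (3 libraries per group, 3047 to 5176 CPM in shoots and 233 to 3787 CPM in roots). Its adjusted p was 0.00175 (edgeR quasi-likelihood, Benjamini-Hochberg), and replicates 2 and 3 alone gave 3.14. With the replicate block osa-miR408-5p (3.24 ± 0.53), osa-miR397b-p3 (2.57 ± 0.46) and osa-miR408-3p (1.82 ± 0.38) also rose more in roots. The difference for osa-miR398a was -2.45 ± 0.46, as it fell in roots and stayed level in shoots. Of these osa-miR408-5p and osa-miR398a were named after their values were seen. With 1 of the 18 libraries left out, osa-miR408-5p passed in 18 cases with the block, osa-miR397b-p3 in 16, osa-miR398a in 14 and osa-miR408-3p in 9. Without the block osa-miR408-5p gave 3.30 with all libraries, 1.59 without Zn-minus shoot replicate 1 and over 1.5 times the 3.30 without Zn-minus root replicate 1. No fold change is given for osa-miR5533-p3, at 0 counts in all Zn-minus shoots, or for gma-miR171k-3p_R+1_2ss11CT19AT, with 1 count in all in Zn-resupply roots, both of which had low p without passing. By the main test 1 of 962 passed, with 35 at an unadjusted p under 0.05.

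For deficiency no difference between the organs passed among 962 miRNAs by edgeR quasi-likelihood, with 23 at an unadjusted p under 0.05 and 0 by DESeq2 or limma. The lowest p belonged to osa-miR5533-p3 (counts of 0 in all Zn-minus shoots), osa-miR171g-p5 (-2.31 ± 0.68), osa-miR397b-p5 (1.35 ± 0.44), osa-miR397b-p3 (1.95 ± 0.65) and PC-5p-67574_165 (2.23 ± 0.77). In simulations 71.0% of 8-fold differences were recovered, but there 200 of 621 miRNAs were changed at once, which loosens the cut-off on p. Differences between shoots and roots in the response of a miRNA, also those of 8-fold or more, may therefore have been missed.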

Values the study reported

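The study counted miRNAs with a log2 fold change of at least 1 in either direction and a p-value of at most 0.05. By that threshold it reported that deficiency induced 12 and repressed 2 miRNAs in shoots, and induced 11 and repressed 12 in roots. None responded to deficiency in both organs in its account. For resupply it reported 17 responsive miRNAs in shoots and 27 in roots.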

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

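The tests of technical explanations and the splits in this part were chosen after the result was seen, whereas the difference between organs, the use of the replicate numbers in the fit and 3 of the 4 scalings were fixed in advance. Replicate 1 differed from replicates 2 and 3 in all 6 groups. Thinned to equal totals, 39.2% of the 518 shoot miRNAs that still entered the test differed, against 43.1% of 889 before. This argues against depth as the cause for the miRNAs that remained. The difference in shoots correlated at only 0.028 with that between root and shoot, which argues against RNA of the other organ. Among 21 nt miRNAs alone 48.7% differed in shoots, which argues against selection by length as the whole cause, though not as a part of it (Spearman correlation with length -0.543 in shoots and -0.431 in roots, medians in shoots of 0.65 for 21 nt and -0.59 for 24 nt, and the minor arm more raised in 66.3% of shoot precursors). The shift was shared by shoots and roots at r = 0.817, so a separate batch of plants or of libraries may lie behind it. These cannot be told apart, because the labels give no meaning to the replicate numbers.

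A test of the difference between organs singled out osa-miR397b-p5, which rose more in roots than in shoots on resupply, by a log2 fold change of 3.25, while other copper miRNAs rose in roots as well. Shoot RNA in the root libraries would have brought other shoot-rich miRNAs with it, and the share of shoot RNA that these 28 miRNAs would give had a median of -0.12% against the 71.9% needed. The rise of osa-miR397b-p5 was 4.04 at the lowest of 4 scalings, and the other arm, osa-miR397b-p3, rose by 3.39, which argues against scaling and against reads shared between miR397 copies. A response of copper miRNAs to the return of Zn is a candidate explanation, found and examined on the same data, and a difference in age, if the resupplied plants were collected later, remains another that was not tested.

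After resupply in shoots osa-miR398a-p5 was at -1.89 and osa-miR398a at 0.02, neither past the threshold by edgeR without the replicate block. With the block they were at -1.94 and 0.00. DESeq2 without the block gave -1.86 for osa-miR398a-p5, with an adjusted p of 4.53e-05. Reads assigned to osa-miR398b and bdi-miR398a_1ss15GA together rose by 11.6% of what osa-miR398a would have needed to stay level. Reads wrongly counted as osa-miR398a would be missing from that rise, so such reads are not excluded. The log2 ratio of osa-miR398a-p5 to osa-miR398a moved by -1.94, from a range of -1.79 to -1.07 to one of -4.36 to -2.73, and was lower in all 3 pairs of the same number. Among 255 precursors with both arms tested this change had the lowest p, yet its adjusted p was 0.195 (limma with the replicate block, Benjamini-Hochberg), so the spread between libraries stays open.

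Other splits of the libraries were counted for each number of miRNAs past the threshold. For a comparison of 3 libraries with 3 there are 10 splits, or 4 with the replicate block, too few for a share under 0.05. The real counts were 2 and 2 for deficiency in shoots and roots, 0 and 3 for resupply, 2 and 5 for resupply against the control and 149 between organs, and 2, 6, 2, 10, 8, 12 and 232 with the replicate block. No other split gave a call, so that the real split was the 1 with as large a count, except for resupply in shoots without the block, where all 10 gave 0. For the organ difference in the response to deficiency all 100 splits gave as many as the real 0 (highest other 1), and with the block all 32 did (highest other 6). For that in the response to resupply 13 of 100 gave as many as the real 1 (highest other 3) and with the block 7 of 32 gave as many as the real 5 (highest other 11). Some of the splits for the organ differences kept the real labels of 1 organ and with them its effect. A real count of 0 is matched by any split. These splits therefore cannot decide whether chance gave the numbers of organ differences, as distinct from the adjusted p of osa-miR397b-p5.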

How the results depend on the processing

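Of the tests here, those with a term for replicate 1, with replicates 2 and 3 only, with the deposited factor, with miRNAs of identical values counted once, and of lists with the table total or with an estimated correlation joined to another change were chosen after the result was seen. The replicate block, which was fixed in advance, gave 6 in place of 2 for deficiency in roots, 2 for 0 for resupply in shoots, 10 for 3 for resupply in roots, 8 for 2 and 12 for 5 against the control in shoots and roots, 232 for 149 between organs and 5 for 1 for the organ difference on resupply. Between organs the number with the block is for the difference at replicate 1. Beyond the calls given with the report's results the block changed no other call of a named miRNA, and 25 lists passed with it. The term for replicate 1 gave 5, 2, 10, 7, 13, 253 and 4, and replicates 2 and 3 alone gave 6 for resupply in roots, 8 against the control in roots and 3 for the organ difference. DESeq2 gave 4 for deficiency in roots, 2 and 8 for resupply in shoots and roots, 4 and 10 against the control and 2 for the organ difference on resupply. The table total gave 8 against the control in roots. At the threshold of the study the counts were 5 and 22 for deficiency, 5 and 12 for resupply, 12 and 32 against the control (shoots and roots), and 23 and 32 for the organ differences.

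With a library left out, deficiency in roots gave 1 to 2, resupply in roots 1 to 2 and resupplied roots against the control 3 to 7. Left out with the replicate block, single libraries gave 2 to 7 for deficiency in roots (2 without any Zn-minus root, 3 without Zn-plus root 1), 2 to 3 for deficiency in shoots, 1 to 9 for resupply in shoots (1 without any Zn-minus shoot or Zn-resupply shoot 1, 7 without Zn-plus shoot 2, 9 without Zn-resupply shoot 2), 8 to 10 for resupply in roots, 3 (without Zn-plus shoot 3) to 11 (without Zn-plus shoot 1) and 9 to 13 against the control in shoots and roots, 165 to 248 between organs, and for the organ differences 0 to 2 on deficiency and 2 (without Zn-minus root 1 or Zn-resupply root 2) to 7 on resupply. The call of osa-miR398a in roots was lost without Zn-plus root replicate 3 (adjusted p 0.0629, edgeR quasi-likelihood with Benjamini-Hochberg). The correlation of resupply with deficiency ran from -0.728 (without Zn-minus shoot 1) to -0.016 (without Zn-plus shoot 1) in shoots, with -0.331 in replicates 2 and 3, and from -0.598 (without Zn-minus root 1) to -0.122 (without Zn-plus root 1) in roots, with -0.18 at 50 counts. Between organs it ran from 0.153 (without Zn-minus shoot 1) to 0.528 (without Zn-minus shoot 3) for deficiency and from -0.088 (without Zn-minus root 3) to 0.267 (without Zn-minus root 1) for resupply, with 0.778 and 0.233 at 50 counts and 0.847 and 0.263 at a mean of 100 counts. Lists past the threshold were 23, 24 by the table total, and with the estimated correlation 2 (4 with the block, 3 with DESeq2 size factors, 7 by the table total), and 15 (without Zn-resupply shoot 1) to 30 with a library left out.

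Signs turned for weak values. On deficiency in shoots bdi-miR398a_1ss15GA (-0.02) gave 0.12 by table total, 0.64 by limma, 0.22 with the block, 0.014 with known miRNAs only, 0.23 with the term for replicate 1 and -0.66 to 0.55 with a library left out. There osa-miR397a-p5 (-0.08) gave 0.086 by table total, 0.10 in replicates 2 and 3 and -0.27 to 0.25 with a library left out, osa-miR397b-p3 (-0.09) 0.069 and -0.27 to 0.056, and osa-miR397b-p5 (-0.10) 0.058 by table total. With a library left out the shoot ranges were -1.42 to 0.12 for osa-miR5532-p5_1ss14TC, -0.59 to 1.19 for osa-miR398b, -1.97 to 2.84 for osa-miR528-3p, -1.27 to 4.00 for osa-miR398b-p5 and -1.43 to 3.02 for osa-miR408-5p. In roots osa-miR397a-p5 ran from -0.93 to 1.91 and osa-miR408-5p from -0.51 to 5.20. On resupply in shoots osa-miR398a (0.02) gave -0.35 by table total, -0.089 at 50 counts, -0.012 by limma, -0.014 with the term for replicate 1, -0.074 with known miRNAs only, -0.15 in replicates 2 and 3 and -0.26 to 0.18 with a library left out. There osa-miR5532-p5_1ss14TC (0.29) gave -0.15 by table total and -0.86 to 1.23 with a library left out, osa-miR398b-p5 -0.27 to 2.54, osa-miR408-5p -0.77 to 2.55 and osa-miR528-3p -0.71 to 3.73. Against the control in shoots osa-miR408-5p ran from -0.22 to 3.66, osa-miR528-3p from -0.42 to 4.39 and osa-miR1430 from -0.39 to 2.38, the lowest without Zn-resupply shoot 1. The cause of these turns was not tested. Without a turn, bdi-miR528-p3_1ss6CT on deficiency in shoots (0.48) ran from 0.129 to 1.224 over the alternatives. On resupply in shoots osa-miR398b (1.09) ran from 0.277 to 1.826. At totals as low as 190719 counts, miRNAs near 10 CPM rest on few reads. Over all settings, 2568 values of named miRNAs kept direction and side of the threshold, 95 gained a call, 19 lost it and 44 turned sign. A pseudocount of 0.1 was not run, as the table holds counts.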

Other observations

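The threshold of the study was fixed in advance as an alternative, and its counts were set beside the quoted values after the result was seen. The test behind the p-values of the study was not named in the sources used here, and the present counts are of filtered miRNAs collapsed by sequence, so that differences from the quoted values may come from the test or the set of miRNAs. By edgeR at that threshold 5 miRNAs were higher and 0 lower with deficiency in shoots. Both are lower than the values quoted from the study above. In roots 16 were higher and 6 lower with deficiency. The number higher is above and the number lower below the value quoted from the study above. On resupply 5 miRNAs passed in shoots and 12 in roots. Both are lower than the values quoted from the study above. In both organs 2 miRNAs passed on deficiency, osa-miR398a-p5 and osa-miR398a. That is higher than the value quoted from the study above.

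The replicate block, with which 6 in place of 2 miRNAs passed the present test for deficiency in roots, gave 17 higher and 4 lower with deficiency in shoots at the threshold of the study. Both are higher than the values quoted from the study above, so the direction of the difference in shoots turned with the block. In roots the block gave 21 higher and 11 lower with deficiency. The number higher is again above and the number lower just below the value quoted from the study above. On resupply 33 passed in shoots with it. That is higher than the value quoted from the study above, so this direction turned as well. On resupply 16 passed in roots with the block. That is lower than the value quoted from the study above. In both organs 3 miRNAs passed on deficiency with the block, osa-miR398a-p5, osa-miR398a and osa-miR395q-p5, the last named after its values were seen. This number is also higher than the one quoted from the study above.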
